A study of Mus musculus with 6 samples. Its data were reported in "Preadipocyte Uncoupling Protein 1 Expression Invoked by Fibroblast Growth Factors Imprints on Post‐Differentiation White and Brown Adipocyte Phenotype" (2025).

How the data were processed

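RNA sequencing counts of 6 libraries of differentiated brown adipocytes were analysed, 1 library for each combination of genotype (WT, KO) and treatment (untreated, FGF2, LY). Per the labels, RNA of 3 biological replicates was pooled for each library before library preparation. Groups were taken from the sample titles. The authors prepared stranded mRNA libraries, sequenced them on an Illumina NovaSeq instrument as paired-end reads of 150 bp, trimmed them with TrimGalore, aligned them with HISAT2 to GRCm39 and counted reads per gene with featureCounts. The strand setting, the handling of reads that map to several places and the gene annotation are not stated. The deposited values are raw counts for 27179 Entrez gene IDs, each with a symbol except 1319, which held 0.129% to 0.150% of a library's counts.

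Total counts ranged from 46019783 to 61058661 per library. The ribosomal transcript Rn45s held 0.792% to 2.20% of them, Scd1 2.47% to 5.20%, and the 10 most abundant genes together 11.3% to 14.9%. These shares move every other gene's share, which is why scaling factors were used. TMM factors from edgeR ranged from 0.970 to 1.047. Genes with a mean CPM of at least 1 were kept, 13008 in all. A log2 ratio of a library pair was computed from TMM-scaled counts with a prior count of 0.5. Its 95% interval is the exact conditional binomial interval of the 2 counts, and the interval of a level is the exact Poisson interval. Both cover counting error only, because reads without molecular identifiers are not independent molecules and the pooled RNA gives no spread between animals. A gene was called higher or lower in a pair when its log2 ratio was at least 1 in size and its interval excluded 0. A count of 0 was bounded by 3 counts.

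A total of 7 library pairs were compared, each treatment with untreated within a genotype and KO with WT within a treatment, and no p-value was computed for a pair. Shared calls were set against the number that independent calls would share by chance. That number takes calls of 2 pairs as independent across genes, and an excess over it is not a test. Changes were correlated across genes. Where both changes used the same untreated library, unchanged libraries were simulated for comparison. Gene lists were summarised by the median log2 ratio of their members with a mean CPM of at least 1. Its interval comes from 1000 Poisson resamples of the counts, and its percentile from 10000 random lists of the same size matched on mean expression in 20 bins. The percentile describes these libraries and is not a test over replicates. A further fit used edgeR's quasi-likelihood F-test on an additive model of genotype and treatment over all 6 libraries, with Benjamini-Hochberg adjustment and an adjusted p threshold of 0.05. Its 2 residual degrees of freedom also hold any true difference between genotypes in the treatment effect, so it is secondary.

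The lists were interferon-stimulated genes, the Ifi200 family, cytokines and chemokines, the inflammatory genes named in the study's text, thermogenic, adipogenic, FGF and ERK feedback, preadipocyte and matrix, and proliferation genes, and for description macrophage, endothelial, smooth muscle and myofibroblast, skeletal muscle and Schwann cell markers, Y-linked genes, Xist, FGF receptors with their ligands, and genes near Ucp1. These lists, the comparisons of the report, the alternatives (those for shared calls aside) and the rule for naming genes were fixed before the data were examined. Most tests of explanations in the closing section were chosen later. A list of 4 X-linked genes that escape inactivation and a pair of muscle precursor genes were added later. Of the interferon-stimulated list, 2 genes are also in another list.

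The rule named Ucp1, the inflammatory genes of the study's text and Fgf2. For FGF2 and LY it named the 5 genes with the largest rise and the 5 with the largest fall, ranked by the smaller of the WT and KO changes among genes with a mean CPM of at least 5 that moved the same way in both. For KO against WT it named 5 each way, ranked by the smallest change over the 3 treatments, and for the difference in the FGF2 change 3 each way, with the same minimum mean CPM. Predicted genes were passed over. Gene positions are from GENCODE vM39 on GRCm39, matched by symbol, and are gene bodies with all exons and introns. The annotation that the authors counted on may differ from it.

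The alternatives were DESeq2 median-of-ratios size factors, total-count scaling, no filter, a mean CPM of at least 5, a prior count of 5, a 1.5-fold threshold, a stricter counting interval, the mean in place of the median of a list, Spearman's rho, DESeq2's variance-stabilizing transformation, DESeq2's Wald test, and leaving out each library where every arm of the contrast kept at least 2. For shared calls the 1.5-fold threshold, the mean CPM of at least 5 and the prior count of 5 were chosen after seeing the data. Sequence-level and exon-level analyses are not reported here.

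The genotype effect of the additive fit, the calls of a library pair and the list percentile were tested on simulated data. These were drawn from the libraries' own means and depths. For the additive fit over 13008 genes, 100% of 200 genes changed 4-fold in the simulated genotype effect were recovered with 6 false calls at a dispersion of 0.04. These simulated libraries held no treatment effect and no genotype-by-treatment difference. In the real libraries the remainder, which holds such differences, took 26.2% of the sum of squares. The simulated recovery therefore does not carry over to the real fit. For the calls of WT FGF2 against WT untreated over 13008 genes, 100% of 200 genes changed 4-fold were recovered with 0 false calls and an interval coverage of 95.2% when counting error was the only noise. With a dispersion of 0.01 there were 3 false calls and a coverage of 46.4%, and with 0.04 there were 258 false calls and a coverage of 28.1%. Calls and intervals of a library pair thus hold for counting error and not for variation between cultures. For the list percentile, 7.5% of 200 unshifted lists of 20 genes in the same pair lay outside the central 95%, and 98.5% of lists shifted by 0.5 lay above it. The tools were R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.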

Results

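RNA from brown adipocytes was measured in 6 libraries. Cells of the stromal vascular fraction, the non-adipocyte cells released when fat tissue is digested, came from the interscapular brown fat (iBAT) of C57BL/6N wild-type (WT) and Ucp1-knockout (KO) mice. As preadipocytes they received 5.5 nM FGF2 for 48 h, 250 nM LY for 48 h, or no treatment, and were then differentiated. FGF2 is a fibroblast growth factor that activates FGF receptors, and LY (LY2874455) inhibits them. Each of the 6 groups was represented by 1 library, made from the pooled RNA of 3 biological replicates. The deposited counts summed to 57278519 in WT untreated, 46019783 in WT FGF2, 49437316 in WT LY, 61058661 in KO untreated, 57394903 in KO FGF2 and 50409121 in KO LY. With 1 library per group, no difference between libraries has a replicate check, and every interval below covers counting error only. Levels are given as CPM, counts scaled to a common library size, after TMM scaling.

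Ucp1 (Entrez ID 22227, chromosome 8, 84016647 to 84025085, plus strand in GRCm39 with GENCODE vM39), the gene targeted in the KO mice, was counted in all 6 libraries. In the WT libraries it reached 249 CPM (95% interval 245 to 253) untreated, 143 CPM (95% interval 139.9 to 147) after FGF2 and 53.3 CPM (95% interval 51.2 to 55.3) after LY. In the KO libraries it reached 22.3 CPM (95% interval 21.1 to 23.5) untreated, 31.9 CPM (95% interval 30.4 to 33.4) after FGF2 and 2.24 CPM (95% interval 1.85 to 2.68) after LY. The KO level was 8.93% (8.44 to 9.45) of the WT level untreated, 22.2% (21.1 to 23.4) after FGF2 and 4.20% (3.46 to 5.05) after LY, so each KO library was lower than its WT counterpart by more than counting error. The log2 ratio of KO to WT was -3.48 (-3.57 to -3.40) untreated, -2.17 (-2.25 to -2.09) after FGF2 and -4.57 (-4.85 to -4.31) after LY. Total-count scaling moved the FGF2 value most, to -2.25. Within WT, the log2 ratio to the untreated library was -0.80 (-0.84 to -0.76) after FGF2 and -2.23 (-2.29 to -2.17) after LY. Within KO it was 0.52 (0.41 to 0.62) and -3.31 (-3.60 to -3.04).

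Other features also parted the libraries. Xist (Entrez ID 213742, chromosome X, 102503972 to 102537573, minus strand), the transcript of the inactive X chromosome, stood at 688 CPM in WT untreated, 606 in WT FGF2, 265 in KO untreated, 219 in KO FGF2 and 225 in KO LY. In WT LY it had 2 counts (0.0407 CPM). Xist overlaps Tsix on the other strand, and the strand setting of the counting is not stated, so shared reads are possible. The 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty summed to 6.22 CPM in WT untreated and 5.78 in WT FGF2, against 306 in WT LY, 256 in KO untreated, 292 in KO FGF2 and 215 in KO LY. A list of 20 macrophage marker genes summed to 88.8 CPM in WT untreated, 36.9 in WT FGF2 and 3035 in WT LY. In the KO libraries it summed to 424, 270.3 and 335 in the same order. The WT LY library therefore differs from the other WT libraries in sex-linked transcripts and macrophage markers as well as in treatment, and every comparison with it carries that limit.

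**Figure D1:**
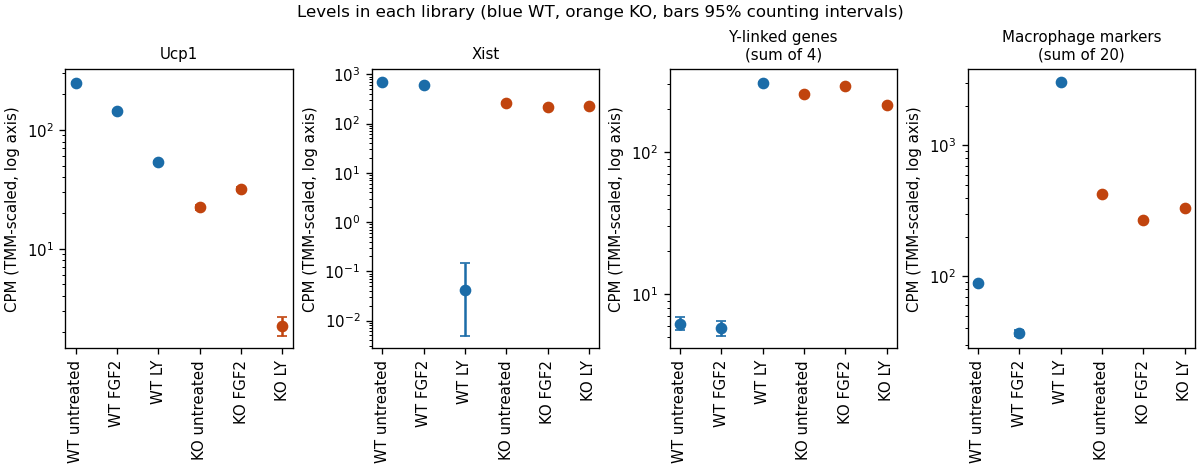
Level of Ucp1, of Xist, of 4 summed Y-linked genes and of 20 summed macrophage marker genes in each of the 6 libraries, in CPM on a log axis, with blue points for WT, orange points for KO and bars for 95% counting intervals. WT LY has Xist at 0.0407 CPM, the Y-linked genes at 306 CPM and the macrophage markers at 3035 CPM.

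How far genotype and treatment part the libraries was described over 13008 genes with a mean CPM of at least 1. Genotype took 11.8% of the sum of squares of log2 CPM, treatment 62.1% and the remainder, which holds the genotype-by-treatment difference together with noise, 26.2%. Restricting to genes with a mean CPM of at least 5 moved the remainder most, to 24.1%. The first principal component held 62.2% of the variance and the second 20.995%. Along the first, both LY libraries lay at the low end, at -61.2 for WT and -56.2 for KO, and WT FGF2 at the high end, at 66.5. Along the second, WT LY lay at -17.9 and KO LY at 43.4.

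The first question was which changes an FGF2 pulse in preadipocytes leaves in the adipocytes they become. Against WT untreated, 161 genes were higher and 555 lower in WT FGF2 by a log2 ratio of at least 1 with a counting interval that excluded 0. Against KO untreated, 84 genes were higher and 323 lower in KO FGF2. By number of genes, no filter moved 3 of these 4 counts most, to 638 higher in WT and 575 higher and 1051 lower in KO. The 1.5-fold threshold moved the other most, to 1098 lower in WT, where no filter gave 1095. Of the genes changed in WT, 103 changed the same way in KO, 20 higher and 83 lower, where 14.8 would be shared by chance. A 1.5-fold threshold raised the shared number most, to 407. Across genes, which are not independent replicates, the FGF2 change in WT and in KO had a Pearson correlation of 0.350, and Spearman's rho, the furthest alternative, was 0.272.

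Among genes with a mean CPM of at least 5 that moved the same way in both genotypes, predicted genes aside, the rise after FGF2 was led by Ifitm1 (Entrez ID 68713, chromosome 7, 140546316 to 140549743, plus strand), at a log2 ratio of 2.15 (1.96 to 2.35) in WT and 1.96 (1.71 to 2.23) in KO. Spon2 (Entrez ID 100689) followed at 2.68 and 1.94, Crocc2 (381284) at 1.36 and 1.56, Chl1 (12661) at 1.24 and 2.19, and Enpp3 (209558) at 1.39 and 1.23. The Ifitm1 values are uncertain where reads were shared with its close paralogs. Those of Crocc2 are uncertain because it overlaps Mterf4 on the other strand. The fall was led by Cyp2e1 (Entrez ID 13106, chromosome 7, 140343652 to 140355167, plus strand). It had 2 counts in WT FGF2 against 72 in WT untreated, a log2 ratio of -4.61 (-7.96 to -2.98). In KO FGF2 it had 0 counts against 32 in KO untreated, which makes it at least 10.02-fold lower. C1qc (12262) had 2 counts in WT FGF2 against 16 in WT untreated and changed by -2.48 (-5.88 to -0.63) in WT and -1.85 in KO. C1qc is also on the list of macrophage marker genes. Comp (12845) changed by -2.28 and -1.65. Lrtm1 (319476), at -2.51 and -1.65, lies within Cacna2d3 on the other strand, and Cpxm2 (55987), at -1.99 and -1.49, overlaps Fgfr2 on its own strand. Both values are uncertain because the strand setting of the counting is not stated and overlapping genes can share reads. The minimum mean CPM is taken over all 6 libraries. Cyp2e1 and Lrtm1 reached it through KO LY, at 32.5 and 33.5 CPM, and C1qc through WT LY, at 49.5 CPM. Neither library is in an FGF2 pair.

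A main question was whether FGF2 lowers inflammatory and interferon-related transcripts and whether UCP1 is needed for it. The median log2 ratio of 46 interferon-stimulated genes after FGF2 was -0.52 (-0.56 to -0.39) in WT, below all 10000 random lists matched on expression, with 41 genes lower and 5 higher. Taking the mean over genes moved this value most, to -0.65. The summed level of the 50 listed genes, which the most abundant ones dominate, changed less, with a log2 ratio of -0.13 (-0.15 to -0.12). In KO the median was 0.00 (-0.04 to 0.04), at percentile 45.3 of the random lists, with 23 genes higher and 23 lower. The FGF2 change in KO minus that in WT had a median of 0.42 (0.36 to 0.54), above all 10000 random lists. With 1 library per group this difference between genotypes was not tested. Several interferon-stimulated families (Ifit, Oas, Gbp, Ifitm) consist of close paralogs, whose counts are uncertain where the counting split shared reads.

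For 27 cytokine and chemokine genes the median after FGF2 was -0.21 (-0.33 to -0.10) in WT, at percentile 0.0900, and -0.09 (-0.12 to 0.00) in KO, at percentile 0.790, with a difference between genotypes of 0.27 (0.18 to 0.39). For the 6 counted genes of those the study's text names (Il6, Tnf, Ccl2, Ccl7, Irf7, Ifnar2) it was -0.65 (-0.91 to -0.52) in WT, at percentile 0.140, and -0.19 (-0.23 to -0.10) in KO, at percentile 1.98, with a difference of 0.64 (0.45 to 0.81). For 6 genes of the Ifi200 family, paralogs that share reads, the median was 0.01 (-0.06 to 0.06) in WT and 0.03 (-0.01 to 0.12) in KO, with a difference of 0.03 (-0.04 to 0.15). Those of WT and KO lay at percentiles 49.2 and 58.8, within the spread of random lists.

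Il6 (Entrez ID 16193, chromosome 5, 30218112 to 30224979, plus strand) stood at 9.55 CPM in WT untreated and 3.27 in WT FGF2, a log2 ratio of -1.54 (-1.81 to -1.29), and at 16.1 and 10.98 CPM in KO, a log2 ratio of -0.55 (-0.70 to -0.41). Ccl2 (Entrez ID 20296, chromosome 11, 81926397 to 81928279, plus strand) changed by -0.97 (-1.03 to -0.90) in WT and -0.25 (-0.30 to -0.20) in KO, and Ccl7 (Entrez ID 20306, chromosome 11, 81936532 to 81938351, plus strand) by -0.73 (-0.81 to -0.64) and -0.13 (-0.20 to -0.07). Irf7 (Entrez ID 54123, chromosome 7, 140842619 to 140846398, minus strand) changed by -0.57 (-0.90 to -0.26) in WT and 0.11 (-0.12 to 0.35) in KO, and Ifnar2 (Entrez ID 15976, chromosome 16, 91169618 to 91202723, plus strand) by -0.03 (-0.09 to 0.04) and 0.15 (0.09 to 0.20). Tnf (Entrez ID 21926, chromosome 17, 35418357 to 35420983, minus strand) had 2 counts in WT untreated and 1 in WT FGF2, too few to show a change (-0.53 (-6.60 to 3.55)), and changed by -0.69 (-1.33 to -0.08) in KO. Ifnb1 (Entrez ID 15977) had 1 count in WT LY and 0 in the other 5 libraries, so no change was detectable at this depth. Fgf2 itself (Entrez ID 14173, chromosome 3, 37402473 to 37464257, plus strand) changed by 0.31 (-0.01 to 0.63) in WT and -0.07 (-0.37 to 0.23) in KO. Its opposite-strand overlap with Nudt6 makes its counts uncertain. The same holds for Irf7, which overlaps Phrf1 on the other strand.

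**Figure D2:**
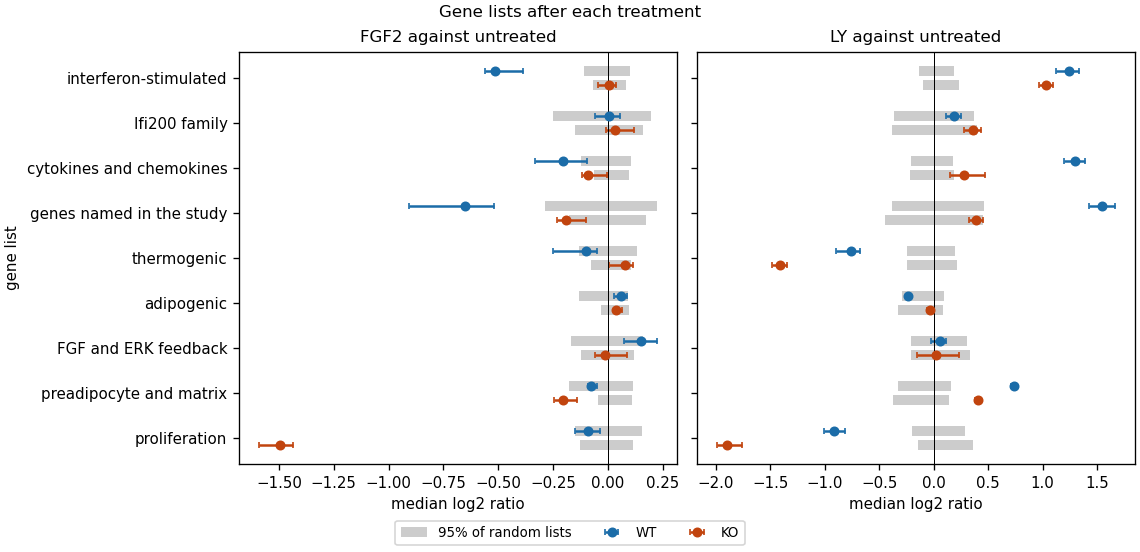
Median log2 ratio to the untreated library for 9 gene lists, after FGF2 on the left and after LY on the right, with points for WT (blue) and KO (orange), bars for 95% counting intervals and grey bands for the central 95% of 10000 expression-matched random lists. Interferon-stimulated genes lie at -0.52 in WT and 0.00 in KO after FGF2 and at 1.24 and 1.03 after LY, and the adipogenic value of -0.03 in KO after LY becomes 0.08 under total-count scaling.

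After FGF2, thermogenic genes (17 genes) had a median of -0.10 (-0.25 to -0.05) in WT and 0.08 (0.00 to 0.11) in KO, and adipogenic genes (24 genes) 0.06 (0.03 to 0.08) and 0.04 (0.03 to 0.07). All of these lay within the central 95% of random lists. The summed level of the 25 listed adipogenic genes, which the most abundant ones dominate, went from 65343 to 55444 CPM in WT. In KO it went from 81439 to 78486 CPM. Targets of FGF and ERK feedback (18 genes) had 0.15 (0.07 to 0.23) in WT and -0.01 (-0.06 to 0.09) in KO, at percentiles 97.0 and 37.6. Preadipocyte and matrix genes (19 genes) had -0.08 (-0.09 to -0.05) in WT, at percentile 25.2, and -0.21 (-0.25 to -0.14) in KO, below all random lists, and taking the mean over genes reversed the WT value to 0.19. Proliferation genes (20 genes) had -0.09 (-0.15 to -0.04) in WT, at percentile 10.2, and -1.50 (-1.59 to -1.43) in KO, where all 20 were lower.

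Among genes with a mean CPM of at least 5, predicted genes aside, the largest differences of the FGF2 change between the genotypes, KO minus WT, were in Cyth4 (Entrez ID 72318, chromosome 15, 78476060 to 78506228, plus strand), Ccl6 (20305) and Cd300ld (217305) on the upper side. Cyth4 changed by -3.81 (-7.17 to -2.13) in WT, where WT FGF2 had 2 counts, and by -0.999 (-1.31 to -0.70) in KO. Ccl6 changed by -2.39 and 0.40, and Cd300ld by -2.88 and -0.42. All 3 were highest in WT LY, the library with the highest macrophage marker sum. On the lower side, Agtr2 (Entrez ID 11609, chromosome X, 21350763 to 21355403, plus strand) changed by 4.32 (4.03 to 4.64) in WT and 0.09 (-0.41 to 0.59) in KO, Lum (17022) by 2.36 and -0.21, and Cmklr1 (14747) by 2.30 and 0.22.

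The next question was what blocking FGF receptors in preadipocytes leaves in the adipocytes. In WT LY, 1184 genes were higher and 365 lower than in WT untreated, and in KO LY 1057 were higher and 664 lower than in KO untreated. Of the genes changed in WT, 662 changed the same way in KO, 530 higher and 132 lower, where 115 would be shared by chance, and 87 changed the opposite way, where 90.1 would by chance. Across genes the LY change in WT and in KO had a Pearson correlation of 0.380, and Spearman's rho was 0.479. Total-count scaling shifted the median of all genes in KO LY against KO untreated to 0.13, while TMM scaling left it at 0.02, so KO LY values under total counts stand relative to that shift.

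Under the same limits on expression, direction and predicted genes, the rise after LY was led by Ccn3 (Entrez ID 18133, chromosome 15, 54609012 to 54620154, plus strand), at 3.86 (3.75 to 3.99) in WT and 3.67 (3.58 to 3.77) in KO. C1qtnf3 (81799) rose by 3.42 and 3.73, Ogn (18295) by 4.33 and 3.30, Col8a2 (329941) by 3.20 and 3.42, and Pygm (19309) by 3.13 and 4.44. Ogn lies within Cenpp on the other strand and is uncertain for that reason. The fall was led by Mpzl2 (Entrez ID 14012, chromosome 9, 44951097 to 44966065, plus strand), at -2.49 (-2.85 to -2.16) in WT and -3.43 (-3.86 to -3.05) in KO. Cidea (12683) changed by -2.37 and -4.59, Depdc1a (76131) by -2.59 and -2.32, Smim41 (77717) by -2.22 and -2.31, and Ucp1 by -2.23 and -3.31.

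Interferon-stimulated genes had a median log2 ratio after LY of 1.24 (1.12 to 1.33) in WT and 1.03 (0.96 to 1.10) in KO, above all random lists in both, with 44 of 46 genes higher in WT and 37 in KO. Among the named members, chosen after their values were seen, Ifit1 rose by 2.91 in WT and 2.66 in KO, Ifit3 by 2.64 and 2.89, and Isg15 by 1.69 and 1.92. Cytokine and chemokine genes had 1.29 (1.20 to 1.39) in WT and 0.28 (0.15 to 0.47) in KO. The study-named genes had 1.54 (1.43 to 1.66) in WT, above all random lists, and 0.39 (0.33 to 0.45) in KO, at percentile 96.1. Il6 changed by 2.01 (1.88 to 2.16) in WT and 0.63 (0.50 to 0.75) in KO, Ccl2 by 1.14 (1.10 to 1.19) and 0.16 (0.11 to 0.20), Ccl7 by 1.60 (1.54 to 1.66) and 0.81 (0.75 to 0.87), Irf7 by 1.48 (1.26 to 1.71) and 1.59 (1.40 to 1.79), and Ifnar2 by 0.73 (0.67 to 0.78) and 0.10 (0.04 to 0.15). Tnf had 215 counts in WT LY against 2 in WT untreated, a log2 ratio of 6.63 (5.10 to 10.03), and changed by -1.76 (-2.68 to -0.98) in KO. In the same WT pair the macrophage marker genes had a median of 5.21 (5.08 to 5.39), and in the KO pair -0.04 (-0.13 to 0.12). Fgf2 changed by 1.62 (1.36 to 1.90) in WT and 0.59 (0.32 to 0.86) in KO.

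Thermogenic genes had a median after LY of -0.76 (-0.90 to -0.68) in WT and -1.41 (-1.48 to -1.35) in KO, below all random lists in both. Adipogenic genes had -0.23 (-0.25 to -0.22) in WT and -0.03 (-0.06 to 0.00) in KO, at percentiles 9.63 and 76.8, and total-count scaling reversed the KO value to 0.08. The summed level of the 25 listed adipogenic genes went from 65343 to 63555 CPM in WT but from 81439 to 47579 CPM in KO. Proliferation genes had -0.92 (-1.01 to -0.81) and -1.89 (-1.99 to -1.76), with all 20 lower in WT and in KO. Preadipocyte and matrix genes had 0.74 (0.71 to 0.77) and 0.41 (0.38 to 0.42). The FGF and ERK feedback list had 0.05 (-0.02 to 0.11) and 0.02 (-0.16 to 0.24), and the Ifi200 family 0.19 (0.11 to 0.25) and 0.36 (0.28 to 0.44), within the central 95% of random lists for both lists and both genotypes. The summed level of 12 listed Ifi200 genes fell instead, from 310 to 271 CPM in WT and from 274 to 237 CPM in KO.

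FGF2 activates the receptors that LY blocks, so opposite changes were a further question. Taken across genotypes, so that no library is shared, the FGF2 change in WT and the LY change in KO had a Pearson correlation across genes of -0.0583, which Spearman's rho reversed to 0.0136. The FGF2 change in KO and the LY change in WT had a correlation of -0.247. Within a genotype both changes share the untreated library, which alone gave simulated unchanged libraries a correlation of 0.444 to 0.503. The observed values were -0.265 in WT and -0.0075 in KO. The simulated libraries held no true change, so the shared library may add less to the observed values than that range. Of the genes changed by FGF2 in WT, 185 changed the opposite way after LY in KO, where 53.3 would by chance, and 152 the same way, where 41.4 would by chance. Of those changed by FGF2 in KO, 166 changed the opposite way after LY in WT, where 31.8 would by chance, and 76 the same way, where 16.7 would by chance. Both directions exceeded the number for independent calls in both comparisons. Calls of different pairs are thus not independent across genes, and the excess of opposite calls does not by itself show opposite effects of FGF2 and LY.

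**Figure D3:**
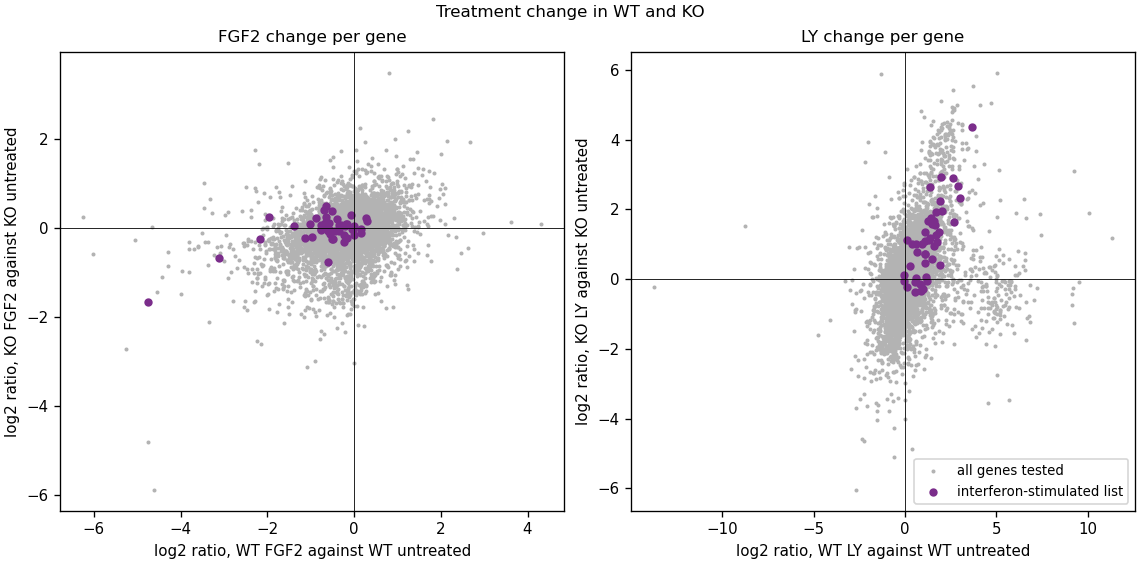
Log2 ratio of each of 13008 genes to the untreated library in WT (horizontal axis) and in KO (vertical axis), after FGF2 on the left and after LY on the right, with interferon-stimulated genes in purple. Correlations across genes are 0.350 for FGF2 and 0.380 for LY, and 41 of the 46 interferon-stimulated genes lie left of 0 after FGF2.

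The last question was how KO adipocytes differ from WT adipocytes under each treatment. Untreated, 397 genes were higher and 140 lower in KO. After FGF2, 811 were higher and 330 lower, and after LY, 486 were higher and 585 lower. The balance after LY depends on the processing, with 563 higher and 535 lower under total-count scaling and 1609 higher and 1270 lower with no filter. The KO-WT differences correlated across genes at 0.671 between untreated and FGF2, at -0.360 between untreated and LY and at -0.351 between FGF2 and LY. Of the genes changed untreated, 367 changed the same way after FGF2, where 28.3 would by chance, and 6 the opposite way, where 18.8 would. After LY 60 changed the same way, where 21.1 would by chance, and 259 the opposite way, where 23.1 would. Under all 3 treatments 33 genes were higher and 4 lower in KO. The genotypes also differ in sex-linked transcripts under every treatment, as given above, and in the macrophage marker genes, with medians of 2.06 (1.92 to 2.30) untreated, 2.71 (2.48 to 3.07) after FGF2 and -3.07 (-3.26 to -3.00) after LY.

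Among genes with a mean CPM of at least 5 that moved the same way under all 3 treatments, predicted genes aside and ranked by their smallest change, Slitrk6 (Entrez ID 239250, chromosome 14, 110986012 to 110992584, minus strand) was highest in KO, at 2.20 (1.84 to 2.58) untreated, 3.46 (2.72 to 4.40) after FGF2 and 1.90 (1.73 to 2.09) after LY. Cdh19 (227485) was higher by 1.57, 1.96 and 1.79 in the same order, Fgf5 (14176) by 1.44, 2.04 and 1.62, Nav2 (78286) by 1.41, 1.90 and 1.58, and L1cam (16728, which overlaps Arhgap4 on its strand and is uncertain) by 1.45, 1.32 and 1.35. A list of Schwann cell marker genes that includes Cdh19 had medians of 1.11 (0.89 to 1.25), 0.96 (0.71 to 1.13) and 1.68 (1.49 to 1.81). Next to Ucp1, the lower side held Thbs4 (Entrez ID 21828, chromosome 13, 92888095 to 92931501, minus strand) at -2.48 (-2.63 to -2.34), -3.08 (-3.25 to -2.91) and -1.18 (-1.29 to -1.06), Prl2c3 (18812, one of several near-identical genes and uncertain) at -1.25, -1.005 and -1.98, Slc16a12 (240638) at -1.22, -0.92 and -1.16, and Fbln1 (14114) at -0.97, -0.97 and -0.86.

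In the order untreated, FGF2, LY, the median log2 ratio of KO to WT was 0.44 (0.34 to 0.46), 0.81 (0.72 to 0.90) and 0.17 (0.12 to 0.20) for interferon-stimulated genes, 0.26 (0.23 to 0.31), 0.47 (0.41 to 0.55) and -0.53 (-0.63 to -0.50) for cytokines and chemokines and 0.28 (0.24 to 0.41), 0.98 (0.89 to 1.13) and -0.58 (-0.63 to -0.53) for the study-named genes. It was -0.13 (-0.18 to -0.10), -0.06 (-0.15 to 0.02) and -0.18 (-0.25 to -0.10) for the Ifi200 family, 0.26 (0.20 to 0.35), 0.25 (0.13 to 0.29) and -0.34 (-0.46 to -0.26) for thermogenic genes and 0.33 (0.30 to 0.39), -1.02 (-1.09 to -0.93) and -0.55 (-0.63 to -0.45) for proliferation genes. It was -0.12 (-0.18 to -0.02), -0.29 (-0.36 to -0.14) and -0.08 (-0.17 to 0.00) for FGF and ERK feedback, where a mean CPM of at least 5 reversed the LY value to 0.01, and -0.03 (-0.13 to -0.01), 0.08 (0.04 to 0.18) and -0.08 (-0.10 to -0.07) for preadipocyte and matrix genes, where the mean over genes reversed the FGF2 value to -0.36. For adipogenic genes it was -0.07 (-0.10 to -0.06), 0.04 (-0.03 to 0.06) and 0.02 (0.01 to 0.04), with the FGF2 value at -0.03 under total-count scaling. The remaining differences of the FGF2 change, KO minus WT, were 0.09 (0.05 to 0.26) for thermogenic, 0.01 (-0.01 to 0.04) for adipogenic (which total-count scaling moved to -0.03), -0.14 (-0.20 to 0.02) for feedback, -0.06 (-0.09 to -0.04) for preadipocyte and matrix and -1.40 (-1.49 to -1.33) for proliferation genes. None of these differences was tested.

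Further lists described the cultures, with values for WT and then KO. Macrophage marker genes had medians of -1.33 (-1.52 to -1.03) and -0.65 (-0.81 to -0.58) after FGF2. Endothelial marker genes had -1.60 (-1.75 to -1.28) and -0.47 (-0.56 to -0.33) after FGF2 and 1.44 (1.33 to 1.51) and -0.83 (-0.94 to -0.57) after LY. Smooth muscle and myofibroblast genes had -1.30 (-1.38 to -1.24) and -0.69 (-0.70 to -0.62) after FGF2 and -0.66 (-0.75 to -0.57) and 0.01 (-0.01 to 0.08) after LY. Skeletal muscle genes had -1.39 (-1.53 to -1.26) and -0.51 (-0.62 to -0.43) after FGF2 and 2.21 (2.13 to 2.33) and 4.12 (4.02 to 4.16) after LY. Schwann cell marker genes had -0.51 (-0.83 to -0.38) and -0.48 (-0.78 to -0.34) after FGF2 and 1.02 (0.80 to 1.26) and 1.79 (1.64 to 1.89) after LY. The 4 Y-linked genes had 0.01 (-0.32 to 0.24) and 0.17 (0.14 to 0.22) after FGF2 and 5.70 (5.49 to 5.93) and -0.11 (-0.16 to -0.05) after LY, and total-count scaling took the last value to 0.0016. Xist had -0.18 and -0.27 after FGF2, and -13.74 (on 2 counts, -17.09 to -12.19) and -0.24 after LY. FGF receptors with Fgf2 and Fgf21 had 0.14 (-0.12 to 0.20) and -0.07 (-0.21 to 0.07) after FGF2 and 0.37 (0.17 to 0.50) and 0.14 (0.11 to 0.26) after LY. Genes near Ucp1 on chromosome 8 had 0.17 (-0.06 to 0.20) and 0.08 (0.03 to 0.16) after FGF2 and 0.88 (0.82 to 0.94) and -0.02 (-0.08 to 0.04) after LY. Setting genes with a count of 0 to their bound moved 1 of these list medians by more than 0.02, that of macrophage markers in KO FGF2 against WT FGF2, from 2.71 to 2.59.

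A secondary fit set each effect against its disagreement across the other factor. In edgeR's quasi-likelihood test of an additive model over all 6 libraries (2 residual degrees of freedom), 0 of 13008 genes had a Benjamini-Hochberg adjusted p under 0.05 for FGF2, LY or genotype. At an unadjusted p under 0.05 there were 463, 3063 and 900 genes. DESeq2's Wald test moved the FGF2 and LY counts most. It gave 56 genes for FGF2 (18 higher, 38 lower), 1771 for LY (1042 higher, 729 lower) and 169 for genotype (122 higher, 47 lower) with an adjusted p under 0.05. Leaving out WT LY or KO LY gave 8 edgeR calls for FGF2 in either case and moved the genotype count most, to 1075 or 1086 genes. Both of these fits rest on the same untreated and FGF2 libraries, so their likeness is no separate check. In edgeR's test Ucp1 had a log2 fold change for genotype of -3.37 (SE 0.497, adjusted p 0.613) and was lower in KO in 3 of 3 treatments. For LY, Ucp1 had -2.61 (SE 0.577, adjusted p 0.103), lower in 2 of 2 genotypes, and for FGF2 -0.03 (SE 0.548, adjusted p 1.000), lower in 1 of 2.

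With edgeR's p-values adjusted over the list alone, where the adjustment over all genes tested gave 0 for every list and effect, the counts for LY were 27 of 46 interferon-stimulated genes, 5 of 6 Ifi200 genes, 6 of 27 cytokines and chemokines, 2 of 6 study-named genes, 11 of 17 thermogenic genes, 3 of 24 adipogenic genes, 2 of 19 preadipocyte and matrix genes, 14 of 20 proliferation genes and 0 of 18 feedback genes. They were 12 of 12 skeletal muscle genes, 5 of 7 Schwann cell, 3 of 12 endothelial, 1 of 10 smooth muscle and 0 of 19 macrophage genes. The counts join both directions. Of the 6 Ifi200 genes, 3 were higher and 3 lower in WT LY, and 4 higher and 2 lower in KO LY. For FGF2 adjusted over the list alone there were 1 cytokine (Il33), 8 smooth muscle genes and 1 Schwann cell gene (Cdh19), and 0 in the other lists. For genotype there were 1 thermogenic gene (Ucp1), 6 smooth muscle, 3 skeletal muscle and 4 Schwann cell genes, 1 endothelial gene (Eng) and 1 FGF receptor gene (Fgfr2), and 0 in the other lists. Il33, Eng and Fgfr2 were named only after their values were seen. In edgeR's test the FGF2 effect on Il33 was 1.31 (SE 0.198, adjusted p 1.000), higher in 2 of 2 genotypes.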

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

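The test of donor sex in this part was set before its result was seen, and the tests of scaling, library swap, macrophage RNA and cell preparation were chosen only after the results were seen. The results below moved one way in WT and the opposite way in KO after the same treatment. With 1 library per group none of these differences was tested. After FGF2, the log2 ratio to the untreated library was -0.10 in WT and 0.08 in KO (difference 0.18) for the median of thermogenic genes, -0.80 in WT and 0.52 in KO (difference 1.32) for Ucp1, 0.81 in WT and -0.44 in KO (difference -1.25) for Ogn, -0.25 in WT and 0.45 in KO (difference 0.70) for Mpzl2, -0.49 in WT and 0.42 in KO (difference 0.91) for Cidea, 0.08 in WT and -0.51 in KO (difference -0.60) for Thbs4 and -2.39 in WT and 0.40 in KO (difference 2.79) for Ccl6. After LY it was 1.44 in WT and -0.83 in KO (difference -2.26) for the median of endothelial marker genes, 5.70 in WT and -0.11 in KO (difference -5.80) for Y-linked genes, 6.63 in WT and -1.76 in KO (difference -8.39) for Tnf, 0.69 in WT and -0.33 in KO (difference -1.02) for Chl1, 1.25 in WT and -0.40 in KO (difference -1.65) for Enpp3, -1.35 in WT and 5.89 in KO (difference 7.23) for Cyp2e1, -0.18 in WT and 1.12 in KO (difference 1.30) for Thbs4 and 5.00 in WT and -0.85 in KO (difference -5.85) for Cyth4.

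For the 3 lists the differences above are those of the 2 medians. The median over genes of the KO change minus the WT change was 0.09 for thermogenic, -2.15 for endothelial and -5.90 for Y-linked genes. Library scaling is excluded as the common cause of the 13 results other than thermogenic and Y-linked genes. A factor for a whole library shifts all genes alike, but the KO change minus the WT change was positive for 4 and negative for 2 of them after FGF2 and positive for 2 and negative for 5 after LY, so 4 of the 13 went against the others of the same treatment. For Ucp1 after FGF2 it lay 1.30 above the median of all genes. For thermogenic genes scaling stays open, because their median in KO lay only 0.0593 from that of matched random lists, at percentile 90.4, and in WT at percentile 6.58. The fall of the median of the Y-linked genes after LY in KO depends on scaling, because total-count scaling took it to 0.0016. Under TMM scaling 3 of these genes were lower and 1 higher, from -0.44 for Ddx3y to 0.11 for Kdm5d. The Y-linked genes aside, an effect of UCP1 on the response could give such opposite changes. So could different cell preparations behind the WT and the KO libraries, and with 1 library per group the design cannot tell these apart.

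Xist at 2 counts and Y-linked genes at 306 CPM in WT LY may mean that its donors were male while those of the other WT libraries were mostly female. As a share of the WT LY sum, the Y-linked genes stood at 2.03% in WT untreated and 1.89% in WT FGF2, and at 83.8%, 95.5% and 70.3% in KO untreated, KO FGF2 and KO LY. Xist in the 3 KO libraries stood at 38.6%, 31.9% and 32.7% of its WT untreated level, a pattern that mixed-sex pools could give. The test on 4 other genes that escape X inactivation did not decide it. They fell in WT LY by a median of 0.87, but also in KO LY by 0.49, where Xist changed by only -0.24, and the KO change minus the WT change was 0.35. All 4 were lower in KO than in WT untreated and after FGF2, with medians of -0.38 and -0.39, as was Xist. After LY, where Xist was higher in KO than in WT, their median was -0.10, with 1 higher and 3 lower. A swap of WT LY with KO LY is excluded, because KO LY held 215 CPM of Y-linked RNA where a swap needs a value near that of WT untreated. Whether WT LY was exchanged with a library outside the series was not tested. Whichever holds, the LY effects in WT cannot be parted from the sex-linked difference between WT LY and its control.

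Tnf, Il1a, Il1b, Ccl3 and Ccl4, chosen after their values were seen, had a median LY change of 6.63 in WT and -0.24 in KO, and Il1b was at least 42.4-fold higher in WT LY than in WT untreated. More macrophage RNA in WT LY could explain this. The macrophage marker genes rose there by a median of 5.21, with 19 of 19 higher. In KO LY their median was -0.0426, which decides little because 9 were higher and 10 lower. Lyz2, the most abundant of them, stood at 57.9 CPM in WT untreated and 1966 in WT LY. None of the 20 marker genes is in another list, though 11 of them reach 1 CPM in WT untreated, so low levels are not specific. Whether LY brought macrophages into the culture or the WT LY preparation started with more of them cannot be told from 1 library. The higher level of inflammatory transcripts after LY in WT could therefore come from macrophages rather than from adipocytes.

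Cyp2e1 after LY rests on 72 and 24 counts in WT but 32 and 1715 in KO. No explanation specific to Cyp2e1, Chl1, Enpp3, Ogn, Mpzl2, Cidea, Thbs4, Ccl6 or Cyth4 was tested, and reads shared with other genes remain open for Ogn.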

How the results depend on the processing

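The alternatives were fixed beforehand except for 3 on shared calls, namely the 1.5-fold threshold, the mean CPM of at least 5 and the prior count of 5, chosen after seeing the data. Differences between treatments are named by the treated library and those between genotypes as KO-WT. Counts of changed genes kept within 1.5 times under both other scalings, the prior count of 5 and the stricter counting interval (56 of 98). With no filter, the genes higher and lower were 638 and 1095 for WT FGF2, 575 and 1051 for KO FGF2, 2385 and 827 for WT LY, 2543 and 1174 for KO LY, 1238 and 678 for KO-WT untreated, 1511 and 880 for KO-WT FGF2 and 1609 and 1270 for KO-WT LY. With a mean CPM of at least 5, the genes higher and lower were 52 and 262 for WT FGF2, 25 and 122 for KO FGF2, 601 and 215 for WT LY, 515 and 418 for KO LY, 140 and 59 for KO-WT untreated, 380 and 157 for KO-WT FGF2 and 204 and 265 for KO-WT LY. With a 1.5-fold threshold, the genes higher and lower were 553 and 1098 for WT FGF2, 355 and 743 for KO FGF2, 2108 and 1229 for WT LY, 2120 and 1572 for KO LY, 959 and 557 for KO-WT untreated, 1610 and 1110 for KO-WT FGF2 and 1128 and 1147 for KO-WT LY. More or fewer genes are tested or pass by construction. Shared calls went to 407 for FGF2 and 1590 for LY at 1.5-fold, to 42 and 344 with a mean CPM of at least 5, and to 93 and 633 with a prior count of 5.

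Correlations across genes moved under 18 of 21 alternatives and reversed under 1. Spearman's rho was 0.272 for FGF2 in WT and KO, 0.479 for LY in WT and KO, 0.0136 for FGF2 in WT and LY in KO (reversed), -0.204 for FGF2 in KO and LY in WT, 0.543 for KO-WT untreated and FGF2, -0.147 for KO-WT untreated and LY and -0.182 for KO-WT FGF2 and LY. With a mean CPM of at least 5, r was 0.412 for FGF2 in WT and KO, 0.448 for LY in WT and KO, -0.0455 for FGF2 in WT and LY in KO, -0.206 for FGF2 in KO and LY in WT, 0.726 for KO-WT untreated and FGF2, -0.292 for KO-WT untreated and LY and -0.303 for KO-WT FGF2 and LY. With a prior count of 5, r was 0.394 for LY in WT and KO, -0.0433 for FGF2 in WT and LY in KO, 0.658 for KO-WT untreated and FGF2, -0.342 for KO-WT untreated and LY and -0.328 for KO-WT FGF2 and LY. The cause was not tested.

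Of 360 list medians under alternatives, 293 stayed within counting error, 63 moved and 4 reversed, and a prior count of 5 moved none. Here and for single genes, reversed means a changed sign where the counting interval excluded 0. Where it included 0, the sign changed for 6 further medians that stayed within counting error and for 4 that moved. These 4 are adipogenic KO-WT FGF2 (0.0427), with -0.0343 under total counts and -0.0843 as the mean over genes, and the adipogenic FGF2 change in KO minus that in WT (0.00575), with -0.0276 and -0.0708. Total-count scaling gave, for interferon-stimulated genes, 1.14 for KO LY and 0.25 for KO-WT LY and, for Ifi200 genes, 0.47 for KO LY. It gave, for cytokine genes, 0.22 for KO-WT untreated, 0.40 for KO-WT FGF2 and -0.45 for KO-WT LY and, for study-named genes, 0.50 for KO LY, 0.23 for KO-WT untreated and -0.51 for KO-WT LY. It gave, for thermogenic genes, -1.30 for KO LY and, for adipogenic genes, 0.0936 for WT FGF2, 0.0754 for KO LY (reversed from -0.0340), -0.11 for KO-WT untreated, -0.0343 for KO-WT FGF2, 0.0978 for KO-WT LY and -0.0276 for the KO minus WT FGF2 change. It gave, for feedback genes, -0.37 for KO-WT FGF2 and, for matrix genes, -0.0423 for WT FGF2, 0.52 for KO LY, 0.00576 for KO-WT FGF2, -0.00193 for KO-WT LY and -0.0960 for the KO minus WT FGF2 change. It gave, for proliferation genes, 0.28 for KO-WT untreated and -1.10 for KO-WT FGF2. The mean over genes gave, for interferon-stimulated genes, -0.65 for WT FGF2, 0.98 for KO-WT FGF2 and 0.61 for the KO minus WT FGF2 change and, for Ifi200 genes, -0.24 for KO-WT untreated, -0.20 for KO-WT FGF2 and -0.0943 for KO-WT LY. It gave, for cytokine genes, -0.39 for WT FGF2, 1.39 for WT LY, 0.13 for KO LY, 0.43 for KO-WT untreated, 0.79 for KO-WT FGF2 and -0.83 for KO-WT LY and, for study-named genes, 2.27 for WT LY, 0.25 for KO LY, 1.06 for KO-WT untreated, 1.56 for KO-WT FGF2 and -0.96 for KO-WT LY. It gave, for thermogenic genes, 0.12 for KO-WT untreated, 0.30 for KO-WT FGF2 and -0.63 for KO-WT LY and, for adipogenic genes, 0.11 for WT FGF2, -0.27 for WT LY, -0.16 for KO LY, -0.0135 for KO-WT untreated, -0.0843 for KO-WT FGF2, 0.0939 for KO-WT LY and -0.0708 for the KO minus WT FGF2 change. It gave, for feedback genes, -0.17 for KO-WT LY and, for matrix genes, 0.19 for WT FGF2 (reversed from -0.0752), -0.0860 for KO FGF2, 0.69 for WT LY, 0.61 for KO LY, -0.36 for KO-WT FGF2 (reversed from 0.0826), -0.16 for KO-WT LY and -0.28 for the KO minus WT FGF2 change. It gave, for proliferation genes, -1.43 for KO FGF2. A mean CPM of at least 5 gave, for interferon-stimulated genes, 1.10 for WT LY and 0.72 for KO-WT FGF2 and, for cytokine genes, 1.14 for WT LY and 0.53 for KO LY. It gave, for study-named genes, 0.63 for KO LY and, for feedback genes, 0.0144 for KO-WT LY (reversed from -0.0815). DESeq2 size factors gave, for adipogenic genes, -0.0578 for KO-WT untreated. By construction total-count scaling shifts all genes of a pair by a constant. The cause of the other moves was not tested.

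In the variance shares, the mean CPM of at least 5 gave 12.4% for genotype, 63.5% for treatment and 24.1% for the remainder, DESeq2's variance-stabilizing transformation 12.2%, 63.2% and 24.5%, and total-count scaling 62.5% for treatment and 25.9% for the remainder. In the additive fit, DESeq2's Wald test gave 56 genes for FGF2, 1771 for LY and 169 for genotype with an adjusted p under 0.05. In edgeR's test with the same threshold, no filter gave 111 genes for LY and the mean CPM of at least 5 gave 2. The fits that each left out 1 library gave 8 genes for FGF2 in both fits run (without WT LY, without KO LY), 0 for LY in both (without WT FGF2, without KO FGF2) and from 0 to 1086 for genotype in 6, with 1075 without WT LY and 1086 without KO LY. With 1 library of a treatment left, the term for that treatment fits it exactly. The fits without WT LY and without KO LY thus rest on the same untreated and FGF2 libraries, and their likeness is no separate check. The cause of the other changes was not tested. Ucp1 kept its direction in every pair and setting, and total-count scaling moved KO-WT FGF2 to -2.25. Of the other named genes, 860 of 882 values stayed within counting error, 21 moved, and Chl1 KO-WT FGF2 reversed from 0.0542 to -0.0228 under total-count scaling. Replicates could not be paired because each group has 1 library. The additive fit does compare treatments within genotype and genotypes within treatment.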

Other observations

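The test that splits the 6 libraries in other ways was set before its result was seen, and the tests of macrophage RNA, scaling, counting noise, adipocyte share, muscle lineage, mixing, other cell types and Schwann cell RNA were chosen only after the results were seen. The fall of interferon-stimulated genes after FGF2 in WT is not a matter of library scaling. A factor for a whole library shifts every list alike, and the median lay -0.52 away from that of matched random lists, below all of them. Counting noise of weakly expressed genes is excluded as well, with a median of -0.42 among genes with a mean CPM of at least 5. The summed level fell by 117 CPM (103 to 131). Loss of macrophage RNA stays open. The sum of the macrophage markers fell by 51.8 CPM in WT FGF2, equal to 1.71% of their WT LY level. It fell by 153 CPM in KO FGF2, where the interferon-stimulated median was 0.00 with 23 genes higher and 23 lower, so a loss of macrophage RNA did not come with lower interferon-stimulated genes there. That comparison across genotypes does not exclude it in WT. Giving back 1.71% of the WT LY library to WT FGF2 left a median of -0.41 with 39 of 46 genes still lower, but this takes WT LY as the profile of the lost macrophages, which was not measured. An effect of FGF2 that depends on UCP1 could produce the contrast with KO, yet so could different preparations of the single libraries.

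Interferon-stimulated genes also rose after LY in KO, where the median of macrophage markers did not, and the difference of the medians was 1.07. The macrophage markers went both ways there, 9 higher and 10 lower, while their sum went from 424 to 335 CPM. More RNA of some macrophages in KO LY therefore stays open. In WT LY the macrophage markers rose by a median of 5.21, and the data cannot tell how much of the interferon-related rise there came from macrophages.

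By median, thermogenic genes fell after LY by more than adipogenic genes, by 0.53 in WT (thermogenic minus adipogenic median -0.53). Of 24 adipogenic genes, 4 in WT and 2 in KO fell as far as the thermogenic median. In WT the summed adipogenic level went only from 65343 to 63555 CPM, so fewer adipocytes alone do not explain the fall there. In KO it went from 81439 to 47579 CPM, and the summed thermogenic level from 1166 to 480 CPM. Fewer adipocytes therefore stay open as part of the fall in KO. Skeletal muscle genes rose after LY in both genotypes and fell after FGF2. Among Ttn, Acta1 and Myh3, Ttn was highest in KO LY, at 397 CPM. In WT untreated Acta1 was highest of them, at 17.2 CPM, with Ttn at 11.5 CPM. Of the 14 listed genes, 11 reach 1 CPM in WT untreated. All 12 counted genes of the list, among them Myod1, Myog and Myh3, rose after LY in WT and in KO. A larger number of muscle-lineage cells could be the reason. The precursor genes Pax7 and Myf5 together had only 10 counts in KO LY and 0 in WT LY. Counts of precursor genes in differentiated cultures cannot tell how many muscle-lineage cells the starting culture held. The fall of proliferation genes after FGF2 in KO is not a matter of scaling, since the median lay -1.50 away from that of matched random lists in the same pair, below all of them. Smooth muscle and myofibroblast genes fell after FGF2 in WT, as did the medians of endothelial (-1.60), skeletal muscle (-1.39), macrophage (-1.33) and Schwann cell (-0.51) marker genes. The median of preadipocyte and matrix genes lay 1.22 above that of smooth muscle genes, but 8 of its genes were higher and 11 lower, so a loss of all non-adipocyte cells alike stays open.

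Ucp1 reads in KO libraries stood at 22.2% of WT after FGF2, against 8.93% untreated and 4.20% after LY. If RNA like that of the whole WT FGF2 library were the only source in KO FGF2, every gene would stand at 22.2% of WT or more. Of the genes with at least 5 CPM in WT FGF2, 12 stood below Ucp1 by more than counting error, among them Car3 at 11.6% (45.1 CPM where 86.5 would be needed) and Agtr2 at 3.74%. These genes argue against that source. RNA like that of the whole WT LY library as the only source in KO LY is argued against as well. There 2 genes lay below Ucp1, Arg1 at 1.21% (1.48 CPM where 5.12 would be needed) and Pf4 at 1.52%. Both comparisons allow for counting error and not for variation between cultures. FGF2-treated WT cells without those that carry the 12 genes, and LY-treated WT cells without those that carry Arg1 and Pf4, were not tested. A smaller mixed share beside another source was not tested either. In KO untreated 0 genes lay below Ucp1, so untreated WT cells or their RNA mixed in stay open there. RNA of untreated WT cells also stays open in KO FGF2, where it would need a share of 12.8% and 0 genes lay below that. Transcripts left by the targeted allele might explain the reads, which was not tested because exon-level data are not used here.

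Slitrk6, Cdh19 and L1cam were higher in KO under all 3 treatments. More Schwann cell RNA in the KO libraries fits, since the other listed Schwann cell genes had medians of 0.97, 0.86 and 1.57 in the 3 pairs and 4 of 6 were higher in all of them. The most abundant, Pmp22, is at 161 to 225 CPM in every library and thus not specific to Schwann cells. Whether the genotype or the preparation brought such cells cannot be told.

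For the additive fit, the 10 ways to split the 6 libraries evenly all gave at least the 0 genes of the true genotype split, so 10 of 10 decide nothing. The split of WT untreated, WT FGF2 and KO LY against the others gave 95 genes, more than the genotype split.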
